A study of Mus musculus with 6 samples. Its data were reported in "Dissecting the Effect of a 3D Microscaffold on the Transcriptome of Neural Stem Cells with Computational Approaches: A Focus on Mechanotransduction" (2020).

How the data were processed

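RNA was measured in 6 libraries from cultured adult mouse neural precursor cells, 3 grown floating and 3 grown inside the Nichoid, in medium with epidermal growth factor and fibroblast growth factor 2 at 20 ng/ml each. The cells had been isolated 6 h after death of the animals, and 10000 cells were seeded per scaffold. Per the study's methods, separate experiments each gave a floating and a scaffold culture, the libraries were prepared from 200 ng of total RNA with a stranded total RNA kit, and sequencing ran on an Illumina NextSeq instrument. The authors converted reads with bcl2fastq 2.17.1.14, trimmed adapters with Cutadapt, looked at quality with FastQC, aligned with STAR and quantified genes with RSEM against GRCm38 using a forward strandedness option, and the versions of the last tools are not stated. The cultures that were replated after the scaffold were not analysed here.

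The deposited values used were expected counts, which RSEM estimates per gene and which are not normalised, and TPM, which the authors obtained from RSEM by scaling transcript counts to effective length and to a fixed total within each library. The FPKM values were not used. Each library's table held 49548 genes, of which 99.5% matched a GENCODE M21 annotation of GRCm38 by identifier. Positions, strands and GC content came from that annotation, while the study names a later release. Biotypes and gene lengths came from the deposited values. Genes of the mitochondrial chromosome were not in the tables, so a list of 13 such genes could not be tested. Totals ran from 4361372 to 9642644 expected counts per library, and 3 counts correspond to 0.311 to 0.688 CPM. Expected counts of RNA-seq reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

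Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr by group, robust quasi-likelihood F test), which left 13400 genes, 11654 of them protein-coding. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.1, and a second count added an absolute log2 fold change of at least 1. Standard errors of log2 fold changes are the absolute value divided by the square root of F. CPM values use TMM-scaled library sizes. Principal components and correlations used log2 CPM with a prior count of 2. The p-values measure the spread between these 3 cultures per group.

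There were 44 gene lists, fixed before the data were examined, and 41 had enough tested members for a set test. Some lists hold genes that the study had already named from these libraries, so those sets are not independent of its results. They include the ERK feedback (Dusp4, Myc), neurotrophic (Clcf1, Il6ra), actomyosin (Rhoj, Rhou), ATF4 (Atf4), ribosome biogenesis (Polr1a, Polr1b, Polr1e) and integrin (Itga6, Itga4, Itgb8, Itga5) lists. The set test was camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over the 41 lists. With an estimated correlation 0 of the 14 lists that passed kept their call. The rotation test fry, which asks whether the genes of a set move on balance in a direction and does not compare them with other genes, passed 6 lists, and its mixed form, which asks for change in either direction, passed 29. The 6 lists were ribosome biogenesis, lysosome, ERK feedback, focal adhesion, actomyosin and fatty acid oxidation. Named genes were chosen by a rule fixed before the data were examined: per direction the 10 coding and the 4 noncoding genes with the largest change among those called, with a mean of at least 2 CPM and no overlap between the groups; up to 4 called members per list with the smallest p; 15 genes the study measured by PCR or led with; and abundant members of a list as uncalled examples. Gbp2, Lif, Amotl2, Slc7a5, Cebpb, Msi1, Gclm, Aen, the genes beside Gm26917 and copies of mitochondrial genes were chosen after their values were seen. So were the further study genes given for the fit without the filter.

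The alternatives set beforehand were size factors by RLE, TMM from coding genes, no filter, a stricter filter (20 counts in 3 libraries), DESeq2 1.42.0, limma on log2 TPM with a pseudocount of 1, a block on the replicate number, counts not rounded, each library left out in turn, a threshold of 0.05, a test against a log2 fold change of 1 (glmTreat), and an estimated correlation for the lists. Those added after seeing the data were leaving out both floating replicate 1 and Nichoid replicate 2, limma voom with sample quality weights, and per-library trends on gene length and GC content removed as offsets. All 10 splits of the 6 libraries into 3 and 3 were refitted. Shares of counts by biotype were compared with exact two-sided permutation tests, whose smallest p is 0.1. Copies of mitochondrial genes were found with blastn 2.17.0. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

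The procedure was tested on simulated data with the means and dispersions of these libraries (13400 genes, 200 of them changed). Of 100 genes simulated at a log2 fold change of 2 in size, edgeR recovered 70 and DESeq2 80, and of 100 at 4 they recovered 91 and 93. Of 189 edgeR calls 25 were on genes simulated as equal, and of 258 DESeq2 calls 76 were. A simulated list of 34 genes at a log2 fold change of 1 had an adjusted p of 3.9e-21, and 0 of 100 random lists passed. Simulated genes were drawn independently, so the set test was not tried where genes vary together. In the real libraries the estimated correlation was 0.474 for ribosome biogenesis and 0.425 for the lysosome list.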

Results

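Total RNA was sequenced from 6 cultures of mouse neural precursor cells that carried a green fluorescent protein transgene. In 3 cultures the cells grew as floating spheroids (replicates 1, 2 and 4). In the other 3 they grew inside the Nichoid, a micro-scaffold printed in a photopolymer whose open niches hold the cells in 3 dimensions (replicates 1, 2 and 4). The floating libraries held 6957275, 9642644 and 8252431 expected counts and the Nichoid libraries 4361372, 9015909 and 8281640. The group means, 8284117 ± 1342965 (SD, n = 3) and 7219640 ± 2502411 (SD, n = 3), differed by less than the spread between libraries (exact two-sided permutation test, p = 0.7, where 0.1 is the smallest that 3 against 3 libraries can give). At these depths 3 counts of a gene corresponded to 0.311 to 0.688 CPM (counts scaled to the library total), and 16983 to 19067 genes had at least 1 count. The comparison asks which genes differ between cells kept inside the scaffold and cells kept floating.

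The libraries differed within groups as well as between them. The first principal component of log2 CPM held 55.0% of the variance and placed Nichoid replicates 1 and 4 at 72.6 and 79.7, against -25.9, -63.7 and -55.1 for floating replicates 1, 2 and 4. Nichoid replicate 2 lay between them at -7.62. On the second component, with 24.2% of the variance, it stood beside floating replicate 1 (57.0 and 45.4), while the other 4 libraries were below 0. Across genes, which are not independent replicates, Nichoid replicate 2 correlated with floating replicate 1 at r = 0.946 and with Nichoid replicates 1 and 4 at 0.886 and 0.885. Floating replicates 2 and 4 correlated at 0.974, and Nichoid replicates 1 and 4 at 0.962.

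**Figure D1:**
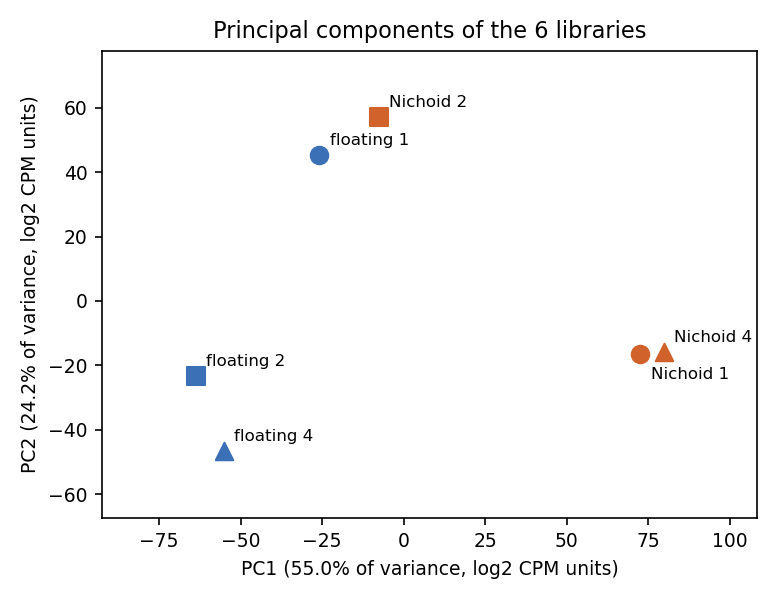
Position of each of the 6 libraries on the first (x axis, 55.0% of variance) and second (y axis, 24.2%) principal components of log2 CPM, blue for floating and orange for Nichoid, each point a library. Nichoid replicate 2 (-7.62, 57.0) lies near floating replicate 1 (-25.9, 45.4), away from Nichoid replicates 1 and 4.

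In Nichoid-grown cells, genes for ribosome assembly, for feedback on ERK signalling, for focal adhesions and for neurotrophic factors and their receptors were higher as sets, and genes for lysosomal proteins were lower. These set calls rest on a preset correlation between genes, and each had an adjusted p = 0.630 with an estimated correlation. Myc, a transcription factor that drives growth, rose from 58.3 ± 25.0 to 251 ± 7.06 CPM (SD, n = 3 per group), and Hbegf, a ligand of the epidermal growth factor receptor, rose from 15.7 ± 10.7 to 202 ± 99.9 CPM. Vcan, a matrix proteoglycan, fell from 502 ± 106 to 143 ± 13.1 CPM, and Itga6, the integrin alpha 6 chain of laminin receptors, fell from 768 ± 257 to 257 ± 25.3 CPM. Of 13400 genes tested with edgeR, 1610 changed at an adjusted p of at most 0.1, with 904 higher and 706 lower in Nichoid cells, and 1482 of them were protein-coding. In 1580 of the 1610 the libraries of the groups did not overlap; among all tested genes the share without overlap was 30.6%, where chance gives 10%. In this filtered edgeR fit of all libraries 0 genes reached an adjusted p of 0.05 (smallest 0.0594, with 3467 genes at an unadjusted p below that level). At that level edgeR gave 749 genes without the filter, 539 without floating replicate 1 and 3864 without Nichoid replicate 2, DESeq2 gave 1696 and limma on log2 TPM gave 124. Leaving out floating replicate 2 or 4, or Nichoid replicate 1 or 4, ended every call (0 genes each, with 2234, 2253, 2384 and 2166 at an unadjusted p below 0.05), and leaving out Nichoid replicate 2 raised the count to 5497. Without Nichoid replicate 2 and floating replicate 1, an alternative chosen after seeing the data, 7007 genes were called, and all 1610 were among them; DESeq2 called 2486 genes and limma on log2 TPM 201.

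The coding genes with the largest increases under the naming rule included several signalling genes. Clcf1 (ENSMUSG00000040663, chromosome 19, 4214238 to 4223490 in GRCm38), a cytokine of the interleukin 6 family, rose by a log2 fold change of 7.33 ± 1.37 (SE, adjusted p = 0.0594), from 0.204 ± 0.0820 to 35.0 ± 28.8 CPM (SD, n = 3). Il6ra (ENSMUSG00000027947, chromosome 3, 89864059 to 89913196), the interleukin 6 receptor alpha chain, rose by 4.92 ± 0.93 (adjusted p = 0.0594), from 1.64 ± 1.59 to 48.5 ± 32.5 CPM. Aldh1a3, which makes retinoic acid, rose by 5.71 ± 1.15, and Srxn1, which restores oxidised peroxiredoxins, by 4.09 ± 0.95, from 30.9 ± 13.6 to 526 ± 410 CPM. The transcription factors Hivep3 (4.69 ± 1.00), Fosl1 (4.39 ± 1.15) and Arid3a (3.84 ± 0.80), the potassium channel gene Kcnk3 (4.36 ± 1.06) and Spsb1 (4.07 ± 0.70) completed this set with Gm28539, for which 0 counts in the floating libraries against 158 in the Nichoid libraries made it at least 60.4-fold higher (floor of 3 counts over the group). The Nichoid counts of Gm28539 were 35, 17 and 106, so this bound leans on Nichoid replicate 4. The exons of Gm28539 lay wholly (100%) within those of 2510002D24Rik and Hira on its strand, so its counts rest on how reads were assigned among them. In these genes Nichoid replicate 2 stood far below the other Nichoid libraries: it held 1.97 CPM of Clcf1 against 54.6 and 48.4, and 57.8 CPM of Srxn1 against 822 and 697. When genes with few counts were kept in the edgeR test, Clcf1 (adjusted p = 0.120), Aldh1a3 (0.114) and Il6ra (0.111) missed the threshold. DESeq2, which fitted genes with few counts but left the lowest counts out of its adjustment, called all 3 (6.39e-09, 1.68e-07 and 3.66e-08).

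Among the coding genes that passed the filter and met the naming rule, the largest decrease was in Rarb (ENSMUSG00000017491, chromosome 14, 16430839 to 16819156), a retinoic acid receptor, which fell by 4.57 ± 0.91 on the log2 scale (SE, adjusted p = 0.0594), from 5.29 ± 1.66 to 0.258 ± 0.339 CPM (SD, n = 3). Olfml1, a secreted protein gene, fell from 52.8 ± 27.6 to 4.65 ± 3.32 CPM (log2 fold change -3.50 ± 0.66), and Pygm, muscle glycogen phosphorylase, fell by 3.21 ± 0.88 on the log2 scale. Scara5 (-4.11), a ferritin receptor, Gsta4 (-4.03), a glutathione transferase, Vil1 (-3.47), an actin-bundling protein of microvilli, and Rsad2 (-3.09), an antiviral protein, were also lower. Fam129a (-3.31), Zfp455 (-3.29) and Klhdc7a (-3.16) completed the set. Floating replicate 1 was the lowest floating library for most of these genes, with 22.5 CPM of Olfml1 against 59.3 and 76.5 and 2.85 CPM of Pygm against 25.1 and 21.3.

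**Figure D2:**
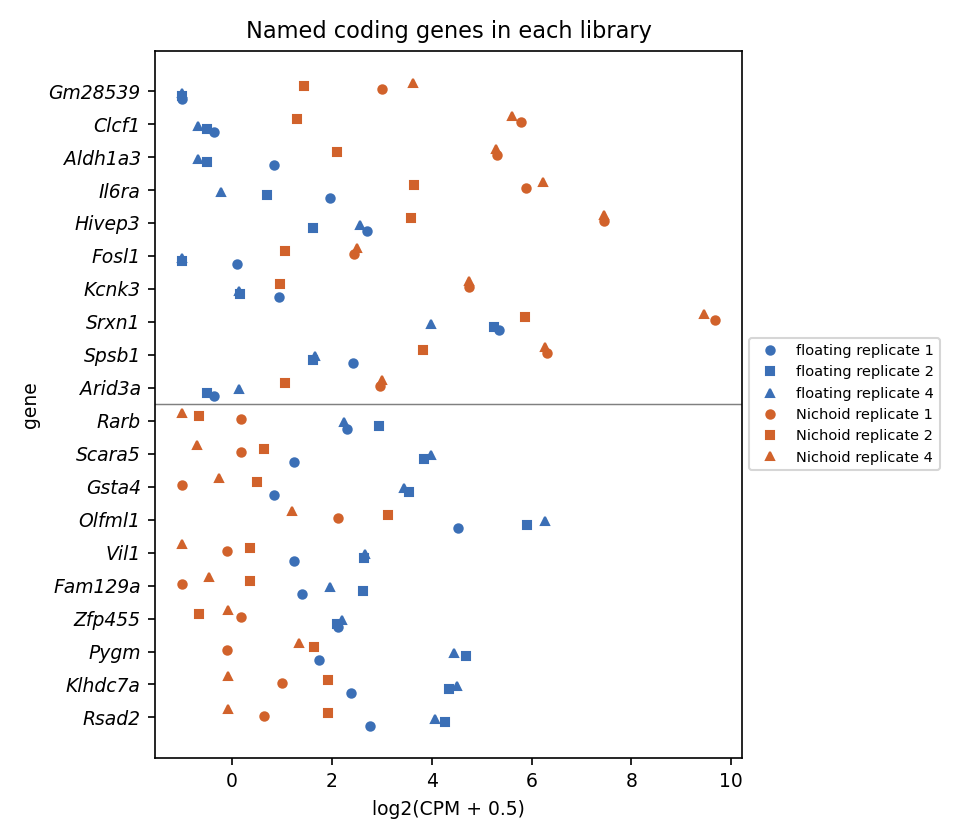
Level of the 10 coding genes with the largest increases (above the grey line) and the 10 with the largest decreases (below it) that met the naming rule, as log2 of CPM plus 0.5 (x axis) per gene (y axis); each point is a library, blue floating and orange Nichoid, with a marker shape per replicate. The groups do not overlap for any of these genes, and Nichoid replicate 2 (orange square) lies between the groups for the genes that rose.

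Genes for ribosome assembly rose together. Of the 34 tested members, 29 rose and 0 fell (33 rose when adjusted over the list alone), and the median log2 fold change was 1.24. Rrs1, which is needed for assembly of the large subunit, rose from 24.3 ± 5.03 to 89.7 ± 9.35 CPM (SD, n = 3), Ncl, the major nucleolar protein nucleolin, from 231 ± 30.4 to 547 ± 70.5 CPM, and Rrp12 from 9.83 ± 2.30 to 42.7 ± 17.8 CPM. The set test had an adjusted p of 9.9e-21 with a preset correlation between genes of 0.01, and an adjusted p = 0.630 with an estimated correlation. The 53 tested genes for ribosomal proteins themselves had 0 members called and a median of -0.05 (adjusted p = 0.440). Without Nichoid replicate 2, 40 of these 53 were called lower with a median of -0.58 (adjusted p = 2.69e-06).

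Genes that ERK signalling induces, most of which restrain it, were higher as a set. Of 16 tested, 7 rose and 0 fell (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.93 (adjusted p = 2.56e-05, and adjusted p = 0.630 with an estimated correlation). Spred2, an inhibitor of Ras signalling, rose by 1.96 ± 0.24 (SE), the phosphatase gene Dusp4 by 1.46 ± 0.29, Myc by 2.11 ± 0.31 and the cyclin D1 gene Ccnd1 by 1.64 ± 0.38; Myc and Ccnd1 are targets that promote growth. Among genes for neurotrophic factors and their receptors, 4 of 14 tested rose and 1 fell (7 and 1 adjusted over the list alone, median 1.07, adjusted p = 0.0101, and adjusted p = 0.630 with an estimated correlation). The members called were the ligand genes Hbegf (3.69 ± 0.63) and Clcf1, the ligand gene Lif (2.50 ± 0.73) and the receptor gene Il6ra, which rose, and Lifr, the leukaemia inhibitory factor receptor, which fell (-0.84 ± 0.19). The study had named Dusp4, Myc, Clcf1 and Il6ra as raised in these libraries, so the ERK and neurotrophic sets are not independent of its results. With fry the neurotrophic set did not pass (adjusted p = 0.284). Of the 10 tested genes in the list of NF-kappaB targets, which also holds members of the pathway, 3 rose and 1 fell (6 and 1 adjusted over the list alone, median 1.05, adjusted p = 0.0177, and adjusted p = 0.630 with an estimated correlation). Nfkbia (1.42), which encodes the inhibitor of the pathway, and its subunit genes Relb (1.78) and Rela (1.00) rose, while Birc2 (-1.26), an inhibitor of cell death, fell.

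Genes for the attachment of cells to a substrate and for contractility were higher as sets. Of the 20 tested genes for core focal adhesion proteins, 6 rose and 0 fell (11 and 0 adjusted over the list alone), with a median log2 fold change of 0.72 (adjusted p = 7.95e-05, and adjusted p = 0.630 with an estimated correlation). Zyx, a protein of mature adhesions, rose from 35.6 ± 6.31 to 121 ± 35.3 CPM (SD, n = 3), the actin crosslinker gene Actn4 from 54.2 ± 7.14 to 139 ± 39.6 CPM, Bcar1 from 27.3 ± 1.07 to 68.5 ± 12 CPM and Pxn from 30.9 ± 1.39 to 71.3 ± 23.4 CPM. Of 24 genes for actomyosin and Rho GTPases, 3 rose and 0 fell (11 and 1 adjusted over the list alone, median 0.39, adjusted p = 0.0101, and adjusted p = 0.630 with an estimated correlation): the calponin genes Cnn3 (1.15 ± 0.20, SE) and Cnn2 (1.28 ± 0.25) and the GTPase gene Rhoj (1.03 ± 0.28). Targets of the mechanosensitive regulators YAP and TAZ had 4 of 18 tested members higher and 1 lower (8 and 3 adjusted over the list alone, median 0.58, adjusted p = 0.0880, and adjusted p = 0.630 with an estimated correlation). Wwc1 (1.58), Gadd45b (1.48), Amotl2 (0.77) and Ptpn14 (0.75) rose and Rbms3 (-1.26) fell. With length and GC trends removed, which was chosen after seeing the data, 1 YAP and TAZ target was higher and 3 were lower. The actomyosin set lost its call without floating replicate 1 (adjusted p = 0.103) and without both floating replicate 1 and Nichoid replicate 2 (0.142), with a range over all alternatives of 0.000251 to 0.630 and a pass in 15 of 18, and the YAP and TAZ set lost it without floating replicate 1 (0.254), floating replicate 4 (0.125) or Nichoid replicate 1 (0.172), without both libraries (0.131), with limma on log2 TPM (0.129) and with length and GC trends removed (0.507), with a range of 0.0149 to 0.630 and a pass in 11 of 18 alternatives. In the nuclear lamina, Lmna, which encodes lamins A and C, rose from 54.7 ± 27.1 to 393 ± 214 CPM, with 149 CPM in Nichoid replicate 2 against 481 and 550, and it was the sole member called among 12 tested genes for lamins and the LINC complex (2 adjusted over the list alone). That set had an adjusted p of 0.215, or 0.0887 without floating replicate 2 and 0.0617 with DESeq2.

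Integrin genes changed in both directions. Of 15 tested, 1 rose and 3 fell (3 and 5 adjusted over the list alone), and as a set they did not pass with edgeR (median log2 fold change -0.60, adjusted p = 0.264) but passed as lower with DESeq2 (adjusted p = 0.0688, with 3 members higher and 5 lower), which was the sole pass in 18 alternatives (range 0.0688 to 0.630). Itga6 (ENSMUSG00000027111, chromosome 2, 71745616 to 71858416) fell by 1.58 ± 0.30 on the log2 scale (SE, adjusted p = 0.0594), Itga4 by 1.31 ± 0.26 and Itgb8 by 1.07 ± 0.23, while Itga5, the fibronectin receptor chain, rose by 1.77 ± 0.46. With a block on the replicate number, 0 integrin genes were called higher and 3 lower. In the extracellular matrix list, with 2 higher and 2 lower of 23 tested (3 and 3 adjusted over the list alone, adjusted p = 0.676), Vcan (-1.81) and the laminin gene Lamb2 (-1.20) fell, and Thbs1 (2.48) and the laminin gene Lamc2 (2.03) rose.

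Genes for lysosomal proteins fell together. Of 32 tested, 0 rose and 19 fell (0 and 26 adjusted over the list alone), with a median log2 fold change of -1.09 (adjusted p = 3.91e-13, and adjusted p = 0.630 with an estimated correlation). Asah1, acid ceramidase, fell from 266 ± 23.2 to 111 ± 21.0 CPM (SD, n = 3), Npc1, which exports cholesterol from lysosomes, from 238 ± 43.4 to 103 ± 8.06 CPM, Manba, a mannosidase, from 48.5 ± 9.78 to 16.9 ± 3.61 CPM, and Lgmn, a lysosomal protease, from 78.6 ± 3.14 to 36.2 ± 6.61 CPM. Interferon-stimulated genes were also lower as a set, with 0 of 19 tested higher and 4 lower (1 and 7 adjusted over the list alone, median -0.49, adjusted p = 0.0367, and adjusted p = 0.630 with an estimated correlation). B2m (-1.73), the light chain of class I histocompatibility molecules, Rsad2 (-3.09), the RNA sensor gene Ddx58 (-1.23) and Xaf1 (-2.41) fell, and the guanylate-binding protein gene Gbp2, which was not called with edgeR, had a log2 fold change of 3.48 (adjusted p = 0.118). For fatty acid oxidation, 0 of 13 tested members were called with edgeR (0 adjusted over the list alone), against 1 lower with DESeq2 and 9 lower with edgeR without Nichoid replicate 2, and 11 had a negative value and the set passed as lower (median -0.48, adjusted p = 0.0260, and adjusted p = 0.630 with an estimated correlation). The interferon set lost its call without Nichoid replicate 2 (adjusted p = 0.328), with limma on log2 TPM (0.105), without both floating replicate 1 and Nichoid replicate 2 (0.131) and with sample quality weights (0.168), with a range over all alternatives of 0.00586 to 0.630 and a pass in 13 of 18, and the fatty acid oxidation set lost it with limma on log2 TPM (0.214, range 0.00368 to 0.630).

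All 18 tested genes of G2 and mitosis had lower mean values in Nichoid cells, with a median log2 fold change of -0.81, but 0 were called (0 adjusted over the list alone). The set passed with a preset correlation (adjusted p = 0.00748) and had an adjusted p = 0.821 with an estimated correlation. Nichoid replicate 2 stood apart here: Mki67, the proliferation marker, had 129 and 156 CPM in Nichoid replicates 1 and 4 and 736 CPM in Nichoid replicate 2, against 425 to 920 CPM in the floating libraries. Without Nichoid replicate 2, all 18 were called lower, with a median of -2.34 (adjusted p of the set = 3.43e-11). Of 18 tested genes of S phase, 0 were called (adjusted p = 0.353), although the set pointed up and passed without floating replicate 2 (0.0349), Nichoid replicate 1 (0.0285) or Nichoid replicate 4 (0.0433). Glycolysis genes followed Nichoid replicate 2 too: with all libraries, 1 of 17 was called (Pfkp, 2.44, higher), and the test pointed up while the median was -0.06 (adjusted p = 0.986), whereas without Nichoid replicate 2 the median was -1.27 with 10 members lower and 1 higher (adjusted p = 0.000898).

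Stress and lipid genes gave smaller sets. Targets of the amino acid response factor ATF4 had 5 of 21 members higher and 1 lower (5 and 2 adjusted over the list alone, median 0.40, adjusted p = 0.0821, and adjusted p = 0.821 with an estimated correlation). Atf4 itself rose from 195 ± 27.2 to 512 ± 150 CPM (SD, n = 3), and the amino acid transporter genes Slc7a1 (2.06) and Slc7a5 (0.99), Cebpb (1.63) and Stc2 (1.58) rose, while Ddit4 (-0.90), an inhibitor of mTOR signalling, fell. Of 20 genes of cholesterol synthesis and uptake, 2 rose and 0 fell (2 and 0 adjusted over the list alone, median 0.38, adjusted p = 0.0384, and adjusted p = 0.821 with an estimated correlation), namely Hsd17b7 (1.56) and the LDL receptor gene Ldlr (1.45). A block on the replicate number ended the call of the ATF4 set, as given below. The ATF4 set also lost its call without floating replicate 1 (adjusted p = 0.133), floating replicate 4 (0.286) or Nichoid replicate 2 (0.408), with limma on log2 TPM (0.105), without both floating replicate 1 and Nichoid replicate 2 (0.459), with sample quality weights (0.494) and with length and GC trends removed (0.259), with a range over all alternatives of 0.00312 to 0.821 and a pass in 9 of 18. The cholesterol set lost it without floating replicate 4 (0.294) or Nichoid replicate 2 (0.589), without both floating replicate 1 and Nichoid replicate 2 (0.425), with the weights (0.526) and with those trends removed (0.127), with a range of 4.58e-05 to 0.821 and a pass in 12 of 18.

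**Figure D3:**
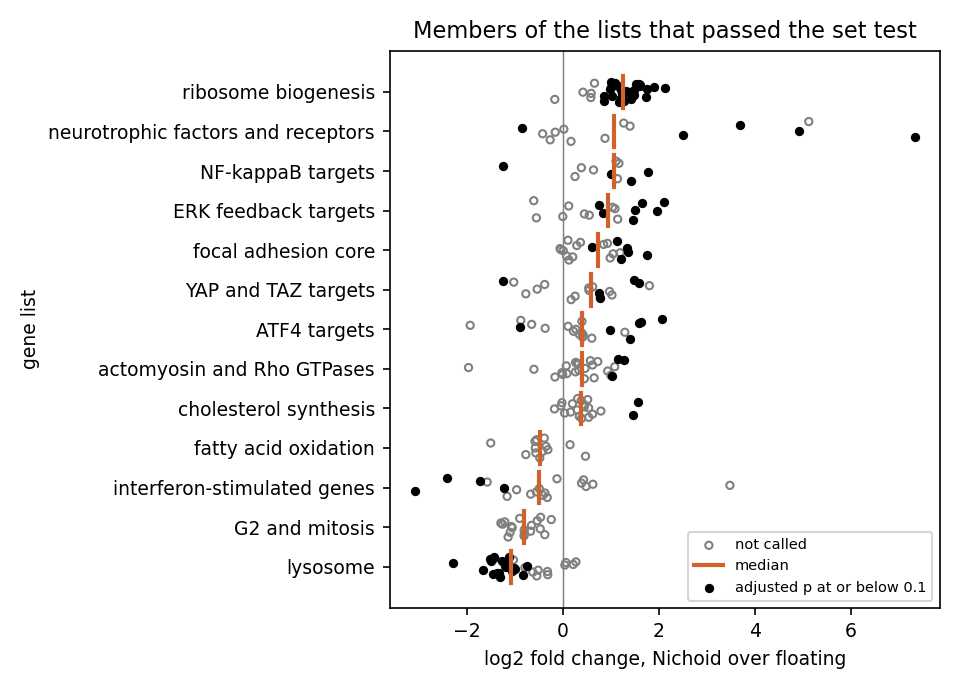
Log2 fold change, Nichoid over floating (x axis), of each tested member of the 13 lists fixed beforehand that passed the set test with a preset correlation (y axis), leaving aside the list of genes the study named; each dot is a gene, filled where its adjusted p is at most 0.1, and the orange bar is the list's median. Medians run from 1.24 for ribosome biogenesis to -1.09 for the lysosome, and the G2 and mitosis list has 0 filled dots.

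Markers of cell identity changed in single genes, and none of their sets passed in the filtered edgeR fit of all libraries without a block. With a block on the replicate number the neuronal set passed, as given below. Among 18 tested markers of neural stem cells and radial glia, 3 rose and 2 fell (3 and 2 adjusted over the list alone, adjusted p = 0.628). Sox9 rose by 1.57 ± 0.37 (SE), Msi1 by 1.02 ± 0.30 and Nes, which encodes nestin, by 0.94 ± 0.25. Egfr fell from 1780 ± 676 to 614 ± 50.3 CPM (SD, n = 3) and Pax6 by 1.03 ± 0.30 on the log2 scale. With a block on the replicate number, 1 of these 18 markers was called higher and 2 lower. For the neuronal lineage 1 of 10 tested was called (4 adjusted over the list alone, median 0.96, adjusted p = 0.106): Tubb3, neuron-specific tubulin, rose by 1.30 ± 0.36, with 39.5 CPM in Nichoid replicate 2 against 93.9 and 109 in the others. The neuronal set passed as higher in 8 of 18 alternatives, among them limma on log2 TPM (0.00435), DESeq2 (0.0377), no filter (0.0373), sample quality weights (0.0909), and leaving out Nichoid replicate 2 (0.0327), floating replicate 2 (0.0901) or both floating replicate 1 and Nichoid replicate 2 (0.00069). Markers of astrocytes (13 tested, adjusted p = 0.736), the oligodendrocyte lineage (10 tested, adjusted p = 0.451, with 3 passes in 18 alternatives, 0.0480 without floating replicate 1, 0.0973 with limma on log2 TPM and 0.0170 without both floating replicate 1 and Nichoid replicate 2), ependymal cells (4 tested, adjusted p = 0.736) and pericytes and fibroblasts (3 tested, adjusted p = 0.938) had 0 members called in the filtered edgeR fit of all libraries, although adjusted over the list alone 1 ependymal gene rose and 1 fell. DESeq2 called 2 astrocyte markers higher and 2 lower and 1 oligodendrocyte marker higher, and edgeR without Nichoid replicate 2 called 5 and 2 of the astrocyte markers and 1 and 1 of the oligodendrocyte markers. The replicate block gave 3 astrocyte markers and 1 oligodendrocyte marker higher and 0 lower. With sample quality weights, chosen after seeing the data, 6 of the oligodendrocyte markers were higher and 2 lower. Of 14 microglial markers only Cd68, a lysosomal glycoprotein that other cells also express, had enough counts to be tested, and it rose from 2.79 ± 0.691 to 12 ± 8.67 CPM, with 3.68 CPM in Nichoid replicate 2 against 21.0 and 11.2.

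With the thresholds that the study states, an absolute log2 fold change of at least 1 at an adjusted p of at most 0.1, 1117 genes changed, 630 higher and 487 lower. Of these, 991 were protein-coding (589 higher and 402 lower) and 126 were not (41 higher and 85 lower). The classes with most noncoding members were transcripts still to be experimentally tested (50), lincRNAs (24, of which 7 rose and 17 fell) and processed transcripts (12), and 9 small nucleolar and 3 small nuclear RNAs were all lower. DESeq2 gave 1726 genes and limma on log2 TPM 201. Without Nichoid replicate 2 the count was 3241, without floating replicate 2 or 4 or Nichoid replicate 1 or 4 it was 0, and without Nichoid replicate 2 and floating replicate 1 it was 3999.

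Among the noncoding genes, the lincRNA gene Gm22 rose by 4.42 ± 1.15 on the log2 scale (SE, adjusted p = 0.0758), the sense-intronic Gm44699 by 2.85 ± 0.65, the processed pseudogene Gm15801 by 2.82 ± 0.53 and Gm28496, of whose exons 29.5% are shared with other genes on its strand, by 2.74 ± 0.63. The largest decreases under the naming rule were in small RNA genes. Gm24871, a small nuclear RNA gene, had 739, 106 and 49 counts in the floating libraries and 0, 1 and 0 in the Nichoid libraries (ratio of Nichoid to floating rates 0.00128, 95% exact binomial interval 3.25e-05 to 0.00717), and all of its sequence (100%) lies in an exon of B930036N10Rik. Gm25776, a small nucleolar RNA gene, had 62, 61 and 27 counts against 1, 0 and 0 (ratio 0.00765, interval 0.000192 to 0.0433). These intervals cover counting error alone. Gm25099 and the U5 small nuclear RNA gene Rnu5g were also lower, with most counts in floating replicate 1 (267 and 163 CPM, against at most 27.4 CPM in any other library). Without the filter edgeR did not call Gm24871 (adjusted p = 0.139), Gm25099 (0.228) or Rnu5g (0.216). DESeq2, which left the lowest counts out of its adjustment, called each of them (adjusted p = 0.000111, 0.0340 and 0.0122).

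Gm26917 (chromosome 17, 39843013 to 39846341, plus strand), a lincRNA that the study singled out, rose by 1.73 ± 0.47 on the log2 scale (SE, adjusted p = 0.0825). It held 11338, 8503 and 9012 CPM in the floating libraries and 18273, 53734 and 23469 CPM in the Nichoid libraries, or 0.966% ± 0.154 and 3.00% ± 1.35 of all counts (SD, n = 3, exact two-sided permutation test p = 0.1, the smallest possible). The gene ends 12 nucleotides before the first base of an 18S ribosomal RNA copy on the same strand (position 39846353). Gm42418, which starts 605 nucleotides after that base on the same strand, had a log2 fold change of 1.93 ± 0.51 (adjusted p = 0.0792), and the ratio of Gm26917 to Gm42418 stayed between 6.21 and 8.62 in the 6 libraries. AY036118 and Rn18s-rs5, on the minus strand of the locus, did not follow these genes. They had 7294 and 14362 CPM in Nichoid replicate 1 and 9.47 and 411 CPM in Nichoid replicate 2.

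**Figure D4:**
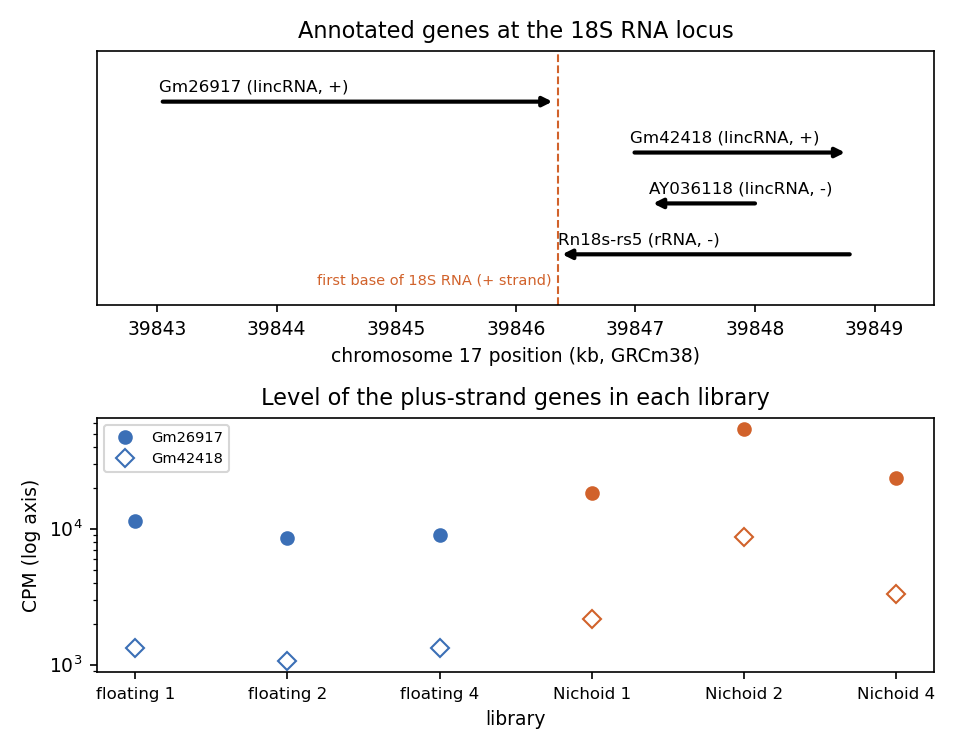
Upper panel, annotated genes around the 18S ribosomal RNA copy on chromosome 17 (x axis, position in kb, GRCm38), with arrows along each gene's strand and a dashed line at the first base of the 18S RNA. Lower panel, CPM (y axis, log scale) of Gm26917 (circles) and Gm42418 (diamonds) in each of the 6 libraries (x axis), blue floating and orange Nichoid; both are highest in Nichoid replicate 2, at 53734 and 8648 CPM.

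Of the genes that the study followed by real-time PCR or led with, Il6ra, Itga6, Rarb, Clcf1 and Aldh1a3 passed the filter on counts and are given above. The remaining 10 had too few counts for the filtered test. In an edgeR fit without the filter, Cntn2, an axonal adhesion protein gene, had a log2 fold change of 4.72 (adjusted p = 0.0506; 0, 1 and 4 counts in floating and 57, 6 and 45 in Nichoid libraries). Pard6b, a cell polarity gene, had 3 counts in the floating libraries and 79 in the Nichoid libraries (ratio 30.2, 95% exact binomial interval 9.97 to 150, adjusted p = 0.0422). Sema3e, a guidance cue, had 1 against 130 counts (ratio 149, interval 26.3 to 5937), Scrt2 1 against 61 (70, interval 12.1 to 2809) and Lhx6 1 against 43 (49.3, interval 8.40 to 1994), and all 3 were called. The Nichoid counts of Sema3e were 24, 5 and 101, so its ratio leans on Nichoid replicate 4. St18 had 0 against 73 counts, at least 27.9-fold higher (floor of 3 counts over the group), and Actl7b 0 against 37, at least 14.2-fold higher. The Nichoid counts of St18 were 16, 1 and 56, so its bound leans on Nichoid replicate 4. Ceacam1 had 114 against 0 counts, at least 33.1-fold lower, and Fgl1 37 against 0, at least 10.8-fold lower, and these 4 were called as well. Floating counts were 2, 79 and 33 for Ceacam1 and 2, 27 and 8 for Fgl1, so both bounds lean on floating replicate 2. Slc38a1 had 102 against 0 counts, at least 29.6-fold lower, and was not called in that fit (adjusted p = 0.158), while DESeq2 called it (0.00128) and the other 9 (adjusted p from 0.000328 to 0.0235). The floating counts of Slc38a1 were 1, 27 and 74, so its bound leans on floating replicate 4. Of further genes the study named, neither that fit nor DESeq2 called Tgfb1 (adjusted p = 0.202 and 0.127), 2900076A07Rik (0.196 and 0.113) or Gm4262 (0.195 and 0.1435). Gm16892 was not called in that fit (0.131) and had no adjusted p with DESeq2. Gm807 was called with DESeq2 alone (0.0514). Both called Wnt5a (0.0202 and 0.000943), Fgf2 (0.0502 and 0.0123), Lncpint (0.06235 and 0.0170) and Trp53cor1 (0.0557 and 0.0172). A list of 52 genes taken from the article had 37 tested members, of which 18 rose and 10 fell (23 and 14 adjusted over the list alone, median 1.11, adjusted p = 0.0572, and adjusted p = 0.630 with an estimated correlation). These genes were chosen from the same libraries, so neither count is independent evidence of their direction, and without floating replicate 1 the set had an adjusted p of 0.383, and 0.169 with length and GC trends removed.

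The make-up of the libraries moved with the groups in some classes. LincRNAs took 2.82% ± 0.368 of counts in floating and 5.57% ± 0.498 in Nichoid libraries (SD, n = 3), and unprocessed pseudogenes 5.59% ± 1.28 and 2.75% ± 0.562, each with p = 0.1 in an exact two-sided permutation test, the smallest possible (0.1 and 0.2 on TPM). Most counts of that pseudogene class were assigned to the nuclear copies of mitochondrial genes given below, which does not show where those reads came from. Those copies, all but Gm20594 in that class, took 5.98% and 2.87% of counts. Most of the lincRNA difference lay in the genes at the 18S locus: without Gm26917 and Gm42418, a sum chosen after seeing the data, lincRNAs took 1.73% ± 0.392 and 2.12% ± 1.24 (SD, n = 3, exact two-sided permutation p = 0.6). That sum still holds AY036118, a lincRNA on the minus strand of the locus. AY036118 had 7294 CPM in Nichoid replicate 1 and at most 367 CPM in any other library. Protein-coding genes took 77.0% ± 1.32 and 77.4% ± 8.87 (exact permutation p = 1), with 67.3% in Nichoid replicate 2 against 81.2% and 83.7% in the other Nichoid libraries. That library gave 17.5% of its counts to miscellaneous small RNAs, against 5.43% to 10.9% in the other 5, but on TPM its share (48.3%) was close to those of floating replicates 2 and 4 (47.8% and 48.2%). Small nuclear RNAs took 2.47% in floating replicate 1 and 1.12% in Nichoid replicate 2, against 0.182% to 0.430% in the remaining 4.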

Values the study reported

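The study reported 1934 differentially expressed RNAs with DESeq2, of which 1577 were coding and 357 noncoding, and it counted 60 lincRNAs among the noncoding ones. For the genes it followed by real-time PCR, it gave log2 fold changes from sequencing of 4.91 for Cntn2, 4.92 for Il6ra, 4.88 for Pard6b, -1.56 for Itga6 and -4.6 for Rarb. It also reported that PCR on more samples than were sequenced verified the differential expression of these genes. The PCR values are not printed in its text. In another passage it listed Itga6 among the upregulated integrin genes.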

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

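The test for the wrong strand and the count of other splits were set beforehand, while the tests on Nichoid replicate 2 and on Gm26917 were chosen after the result was seen. Groups of 3 libraries are too small for the test of a library far from its group, and there was 1 comparison and no unused library, so no result met the rules for a closer look, and the patterns here were weighed for what they mean for the comparison.

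Nichoid replicate 2 lay between the groups and correlated best with floating replicate 1 (r = 0.946, against 0.886 with Nichoid replicate 1). Trends on gene length and GC content did not account for it: after their removal its correlation with floating replicate 1 still exceeded that with its nearest Nichoid library by 0.0567, against 0.0598 before. A swap with floating replicate 1 is argued against, since floating replicate 1 was nearer to the other floating libraries for 73.0% of 3722 genes called without both libraries, while Nichoid replicate 2 was nearer to floating libraries for 57.3%. A mixture of floating-like and scaffold-grown cells stays open: genes higher in Nichoid cells placed it at a median of 0.284 of the way from floating to Nichoid levels and genes lower at 0.529, and with floating replicate 1 as the floating profile the medians differed by 0.202 (0.140 and 0.343), with quartiles too wide to decide. A biological difference between cultures in how far cells had responded or were dividing may also account for it and was not tested.

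Gm26917, a gene the study discussed as a regulatory lincRNA, was higher in Nichoid libraries and highest in Nichoid replicate 2 (53734 CPM). A candidate explanation is that its reads come from the ribosomal RNA precursor, since it ends 12 nucleotides before the 18S RNA on the same strand and its ratio to Gm42418, which starts 605 nucleotides past the first base of the 18S RNA, had a highest value only 1.39 times its lowest, while Gm26917 itself varied 6.32-fold between libraries. Of 1974 other genes with a mean of at least 100 CPM, 0 kept so steady a ratio to Gm42418. Whether more precursor RNA in scaffold-grown cells, less complete removal of ribosomal RNA, or both gave the higher level cannot be read from these libraries and was not tested.

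The library kit and the stated strandedness option left open which strand the counts came from. The median TPM of 53 ribosomal protein genes was 355 in the lowest library and 603 in the highest, which argues against counts from the opposite strand. TPM is scaled within each library, so this value alone cannot exclude it. Nor does it tell stranded from unstranded counting. The part of that test on mitochondrial genes could not be made, because they were not in the tables.

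The real split of the libraries gave 1610 changed genes, and the highest of the other 9 splits gave 39. At the study thresholds it gave 1117, and the highest other split gave 39. In each case 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05.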

How the results depend on the processing

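Leaving out both floating replicate 1 and Nichoid replicate 2, the sample quality weights and the removal of length and GC trends were chosen after seeing the data. All 112 named genes past the filter kept their direction in every alternative that tested them (100 of them with the stricter filter) and 0 kept their side of the threshold in all, since leaving out floating replicate 2 or 4 or Nichoid replicate 1 or 4 gave 0 calls. Of 41 lists, 28 kept their direction in all alternatives, and 7 of the 14 that passed lost the call only with an estimated correlation (ribosome biogenesis, lysosome, ERK feedback, focal adhesion, G2 and mitosis, neurotrophic factors and NF-kappaB). The 1610 changed genes became 2486 with DESeq2, 201 with limma on log2 TPM (where the median gene shifted by 0.24 and 71.1% of calls were higher, against 56.2%), 7007 without both libraries, 7174 with sample quality weights, 0 at an adjusted p of 0.05, and 0 to 5497 with 1 library left out. The 1117 at the study thresholds became 1726, 201, 3999, 3616, 0 and 0 to 3241 in the same order, and 0 with glmTreat. Each experiment gave a floating and a scaffold culture, but no label states that a replicate number marks an experiment, and deviations of libraries that share a number correlated at -0.07, 0.19 and 0.21, with floating replicates 1 and 4 closer to another number, which leaves the pairing open. With a replicate block there were 1143 and 1007 changed genes, 25 of the 112 named genes (Itga5, Lifr and Srxn1 among them) and the ATF4 set (adjusted p = 0.188) were not called, the neuronal (0.0112) and immediate early (0.0546) sets passed, and no other list changed its call. The other settings gave 1464 to 1649. Fewer libraries, the prior on variances and the weights differ between these settings, and the cause was not tested. With an estimated correlation 0 lists passed. Depth limits genes with few counts: without the filter 23161 genes were tested.

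Lists whose direction reversed had these adjusted p, and the cause was not tested. Notch targets had 0.992 without the filter, 0.857 with limma on log2 TPM, 0.872 with the replicate block, 0.634 without both libraries and 0.594 with weights. Glycolysis had 0.369 with limma, 0.747 with the block, 0.00833 without both libraries, 0.0909 with weights and 0.829 with length and GC trends removed. The extracellular matrix list had 0.731 with limma and 0.904 with the block. S phase had 0.823 without both libraries and 0.541 with weights, and NRF2 targets had 0.823 without both libraries. Ependymal markers had 0.933 with the stricter filter, hypoxia 0.802 with DESeq2, and pericytes 0.864 with weights. With length and GC trends removed, mechanosensitive channels had 0.848, ribosomal proteins 0.311 and axon guidance 0.671. Some fits with 1 library left out reversed as well. Over all 6 such fits, reversed or not, adjusted p ran from 0.380 to 0.973 for astrocyte markers, 0.716 to 0.972 for pericytes, 0.0285 to 0.746 for S phase, 0.242 to 0.790 for the extracellular matrix, 0.390 to 0.841 for Notch targets, 0.408 to 0.963 for p53 targets, 0.00246 to 0.973 for hypoxia, 0.000898 to 0.963 for glycolysis and 2.69e-06 to 0.821 for ribosomal proteins. Of the reversed fits among these, only glycolysis without Nichoid replicate 2 passed, and the low values for S phase, hypoxia and ribosomal proteins came from fits that kept the direction. In library composition, the share of counts from coding genes differed by 0.345 points between groups, 5.90 points on TPM, and -2.82 to 5.42 points with 1 library left out. The groups overlapped in all of these except without Nichoid replicate 2 (5.42 points).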

Other observations

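Circadian clock genes changed in part. Of 14 tested, 3 rose and 1 fell (4 and 2 adjusted over the list alone): Per2 from 23.8 ± 6.53 to 87.2 ± 5.66 CPM (SD, n = 3), Cry1 by a log2 fold change of 1.72 ± 0.30 (SE) and Arntl by 1.35 ± 0.26, while Dbp, a clock output gene, fell (-2.07 ± 0.48). As a set they missed the threshold (adjusted p = 0.109) and passed without floating replicate 2 (0.0903), floating replicate 4 (0.0582) or Nichoid replicate 4 (0.0361), with DESeq2 (0.0448) and without the filter (0.0501). Immediate early genes had 3 of 20 tested higher (4 adjusted over the list alone), Fosl1, Fosl2 (2.29 ± 0.42) and Nr4a3 (2.09 ± 0.57), with an adjusted p of 0.109 for the set, which passed without floating replicate 2 (0.00624), Nichoid replicate 2 (0.0638) or Nichoid replicate 4 (0.0319), with DESeq2 (0.0448) and without the filter (0.0329). The immediate early set passed with the replicate block as well, as given above. NRF2 targets had 4 of 18 higher and 1 lower (7 and 2 adjusted over the list alone, adjusted p = 0.207, or 0.0355 without floating replicate 2, 0.0632 without Nichoid replicate 1 and 0.0785 with the stricter filter). These were Hmox1, haem oxygenase 1, which rose from 50.4 ± 8.98 to 205 ± 70.5 CPM, Srxn1, Gclm (1.05), Txnrd1 (0.98) and Gsta4, which fell. Retinoic acid genes moved in opposite directions, with Aldh1a3 and Rara (1.93 ± 0.46) higher and Rarb lower of 6 tested (2 and 1 adjusted over the list alone, adjusted p = 0.736, or 0.0510 without both floating replicate 1 and Nichoid replicate 2).

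Other lists had few members called. For p53 targets 2 of 18 rose and 3 fell (4 and 4 adjusted over the list alone), Cdkn1a, which encodes the cell cycle inhibitor p21, from 64.4 ± 8.72 to 141 ± 28.3 CPM (SD, n = 3) and Aen (0.69) against Trp53inp1 (-1.96), Btg2 (-1.96) and Sesn1 (-1.55), with a set test that pointed down while the median was 0.23 (adjusted p = 0.986). For Wnt targets 1 of 11 rose and 3 fell (3 and 4 adjusted over the list alone, adjusted p = 0.676), Ccnd1 against Lgr5 (-1.97), Axin2 (-1.31) and Tnfrsf19 (-0.95). For axon guidance 1 of 23 rose, Epha2 (2.76), and 3 fell, Efna4 (-1.85), Nrp2 (-1.58) and Robo2 (-1.38) (2 and 4 adjusted over the list alone, adjusted p = 0.736). For fatty acid synthesis Fasn (1.07) rose and Lpin1 (-1.19) and Thrsp (-2.22) fell of 13 tested (1 and 2 adjusted over the list alone, adjusted p = 0.699). ER chaperone genes had Xbp1 (0.83) and Creld2 (0.84) higher of 16 (5 and 1 adjusted over the list alone, adjusted p = 0.276, or 0.0712 without Nichoid replicate 4). Pfkfb3 (1.89) rose among 15 hypoxia genes (1 adjusted over the list alone, adjusted p = 0.736), which as a set were lower without Nichoid replicate 2 (0.00246), without both that library and floating replicate 1 (0.0151) and with sample quality weights (0.0909). Tgfb3 (-2.15), a ligand gene, fell among 10 targets and ligands of TGF-beta and BMP signalling (1 and 1 adjusted over the list alone, adjusted p = 0.476). Jup (-1.49) fell among 14 genes of cell junctions (0 adjusted over the list alone, adjusted p = 0.676). Heat shock genes (10 tested, adjusted p = 0.252, or 0.0989 without floating replicate 2, 0.0372 without Nichoid replicate 4 and 0.0448 with DESeq2), Notch targets (10 tested, 0.986), mechanosensitive channels (8 tested, 0.736) and the 2 tested endothelial genes had 0 members called in the filtered edgeR fit of all libraries, although adjusted over the list alone 1 channel gene and 1 endothelial gene rose. DESeq2 called 2 heat shock genes and 1 channel gene higher, and 1 Notch target higher and 1 lower. The replicate block also gave 1 Notch target higher and 1 lower.

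Nuclear copies of mitochondrial genes took 5.98% ± 1.11 of counts in floating and 2.87% ± 0.624 in Nichoid libraries (SD, n = 3, exact two-sided permutation test p = 0.1, the smallest possible). These 8 copies were chosen after their values were seen. Gm28437, identical to mt-Co3 over 783 nucleotides, had a log2 fold change of -1.29 ± 0.38 (SE, adjusted p = 0.0933), Gm10925, identical to mt-Atp6 over 678, had -1.21 (adjusted p = 0.104), and Gm28661, identical to mt-Co2 over 681, had -1.02 (adjusted p = 0.152). The mitochondrial chromosome was not in the tables, and over these stretches a read of the mitochondrial gene has the sequence of the copy.

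At the study thresholds edgeR called 1117 genes here, fewer than the total quoted from the study. With DESeq2, the tool that the study used, the count here was 1726. Among coding genes edgeR called 991, also fewer than quoted, and DESeq2 called 1469. Among noncoding genes edgeR called 126, fewer than quoted, and among lincRNAs 24, of which 7 rose and 17 fell. These noncoding counts come from the filtered edgeR fit of 13400 genes. DESeq2 here fitted 23161 genes and left those with the lowest counts out of its adjustment. With DESeq2 the noncoding part is what remains of the 1726 genes beyond the 1469 coding ones, also fewer than quoted. A DESeq2 count of lincRNAs is not given, so that class is not set like for like against the study.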
